# Effect of cold atmospheric microwave plasma (CAMP) on wound healing in canine keratinocytes

**DOI:** 10.3389/fcell.2023.1105692

**Published:** 2023-01-25

**Authors:** Pattawika Lertpatipanpong, Chanin Sillapachaiyaporn, Garam Oh, Yeong-Hun Kang, Cheol-Yong Hwang, Seung Joon Baek

**Keywords:** wound healing, keratinocyte, cold plasma (CP), microwave plasma, RNA-Seq

## Abstract

Cutaneous wound healing is a biological process that occurs upon skin injury and involves different mechanisms to repair tissue damage. Improper healing or prolonged curation period of wound lesions may induce unpleasant complications. Cold atmospheric microwave plasma (CAMP) is an upcoming medical therapeutic option for skin infection and wound treatment. However, the molecular mechanisms of CAMP-mediated canine wound healing are not well characterized. Wound-healing activity was examined to elucidate the biological effects and molecular mechanisms of CAMP. Canine keratinocytes (CPEKs) were treated using CAMP, and their wound-healing activities were evaluated. The molecular mechanisms of that effect were examined, based on RNA-Seq analysis data, and verified using immunoblotting and polymerase chain reaction. It was found that the CAMP-treated cells exhibited a significant increase in cell migration evaluated by scratch assay in human keratinocytes (HaCaT) and canine keratinocytes (CPEK). Additionally, CAMP-treated CPEK cells showed a significant positive effect on cell invasion. The RNA-Seq data revealed that CAMP alters different genes and pathways in CPEK cells. Gene expression involved in the cell cycle, cell proliferation, angiogenesis, cell adhesion, and wound healing was upregulated in CAMP-treated cells compared with gas-activated media used as a control. The Hippo pathway was also analyzed, and the protein and mRNA levels of YAP were significantly increased in CAMP-treated cells. CAMP-treated CPEK cells indicated the downregulation of E-cadherin and upregulation of vimentin, Snail, and Slug at transcription and translation levels, contributing to a favorable effect on cell migration. Our findings suggested that CAMP treatment provided beneficial effects on the curative wound process through the induction of genes involved in wound healing, promotion of EMT, and increase in the molecular targets in the Hippo signaling pathway.

## 1 Introduction

The skin has the largest surface area among organs in the body and plays a role as a protective barrier to protect internal tissues against mechanical damage, microbial infection, ultraviolet radiation, and extreme temperatures (Rodrigues et al., 2019). Upon tissue injury, cutaneous wound healing remarkably takes part in the repair and regeneration of damaged cells. Therefore, wound healing is an important physiobiological process to maintain skin barrier and homeostasis, which comprises the multi-complexes of cellular processes. In mammals, the three main distinct stages upon cell injury are inflammation, tissue formation, and remodeling (Gurtner et al., 2008). The first stage of wound healing occurs immediately after tissue damage including inflammatory cascade reaction, immune system activation, and blood coagulation. The second stage is tissue formation characterized by cellular proliferation and migration of various cell types, including the migration of keratinocytes to the wound dermis, and the formation of a new blood vessel. Later, fibroblasts are activated, and some of those are differentiated into myofibroblasts, subsequently contributing to the accumulation of connective tissue, mainly collagen, which finally forms the scar (Opalenik and Davidson, 2005; Werner et al., 2007). At the latest stage, the remodeling of all previously activated processes is diminished, and the apoptosis of macrophages, myofibroblasts, and endothelial cells occurs (Gurtner et al., 2008). Skin damage is a common and typical event in veterinary patients, including dogs. Although wounds can be healed by biological functions in the body, the delay in lesion repair may lead to complicating conditions. Therefore, wound management is the critical step to confronting undesired circumstances.

The application of plasma as a new therapeutic option in animal clinics has been increasing, although there has been lacking evidence about its molecular mechanism. In cold atmospheric microwave plasma (CAMP), cooling of ions and uncharged molecules is effective while the gases are still at a low temperature (Fridman et al., 2008), whereas the thermal microwave plasma produces lots of heat and high energy which may be harmful to living cells. There are many suggestions for the clinical application of cold plasma in the medical field, such as anti-flora bacteria on the skin (Wende et al., 2010), tissue regeneration (Barton et al., 2013; VON Woedtke et al., 2019), chronic wound healing (Isbary et al., 2010; Isbary et al., 2012; Assadian et al., 2019; VON Woedtke et al., 2019), and cancer treatment (Keidar, 2015; Gay-Mimbrera et al., 2016). Such therapeutic outcomes may be caused by its ionized energy and biologically active components, produced by gases such as argon or helium flowing through an electric field. Plasma can produce a set of photons, reactive oxygen species (ROS), reactive nitrogen oxide species (RNOS), and UV radiation, which can exert synergistic biological effects (Judée et al., 2014; Graves, 2017). In addition, CAMP treatment was well-tolerated and did not show any concerned adverse side effects in humans (Heinlin et al., 2013) and dogs (Lee et al., 2022). Therefore, CAMP treatment is safe and may be a potential clinical therapeutic option for skin diseases. Additionally, CAMP therapy is a safe approach to treating skin and employs an easy-to-access device, thus contributing to promising dermatologic applications of CAMP.

The Hippo pathway is one of the well-known pathways involved in organ development, epithelial homeostasis, tissue regeneration, wound healing, and immune modulation. This pathway contains multiplex signals that culminate to direct the function of the transcriptional regulators YAP and TAZ (orthologues of Yorkie in Drosophila) (Dey et al., 2020). The Hippo signaling pathway initiates with MST1/MST2 activation in extracellular stimulation response and contributes to the phosphorylation of SAV1, MOB1A/MOB1B, LATS1/2, and YAP/TAZ, resulting in YAP/TAZ degradation. In contrast, the hippo signaling inactivation leads to YAP/TAZ dephosphorylation and translocation to the nucleus, where they bind to the transcriptional enhancer factor (TEA)-domain (TEAD) family transcription factors and regulate their target gene expression to control various biological functions (Elbediwy et al., 2016). The crucial YAP/TAZ target genes that are related to cell growth, proliferation, and migration include CTGF (also known as CCN2), CYR61, MYC, AXL, BIRC5, and CCND1 (Kalluri and Weinberg, 2009). YAP/TAZ plays a role in basal stem/progenitor cell control, as a cell proliferation and tissue renewal regulator, in apical and basal epidermis. The elevation of nuclear YAP and TAZ localization is observed in the basal layer of skin, and these nuclear levels are elevated upon wound healing or tumor formation (Lei et al., 2008). In addition, epithelial–mesenchymal transition (EMT), a process in which epithelial cells are deprived of their phenotypes of cell polarity and cell–cell adhesion, and promote mesenchymal cell properties, resulting in the gain of migratory capacity, is one of the keys for successful wound repair. There are three types of EMT, and the type 2 EMT is associated with wound healing, tissue regeneration, and organ fibrosis (Pan, 2010). Considerable studies have shown that YAP/TAZ is a key regulator of the epithelial–mesenchymal transition (EMT) process. These results imply that the overexpression of YAP/TAZ induces EMT, whereas the inhibition of YAP/TAZ reduces EMT (Zhang et al., 2009; Yamaguchi and Taouk, 2020). Thus, the regulation of the Hippo pathway not only directly regulates wound healing on its own but also indirectly controls the EMT process, leading to augmentation of wound-repairing capacity.

The combination of advanced veterinary care and intensive research and pet owner demands has led to concern about the lifespan of those animals. For enhanced clinical outcomes in veterinary wound care, there has been a notable rise in commercially available inventions for use in companion animals, including topical agents, dressings, biologics, closure devices, and negative pressure wound therapy. In addition, dog models have been used as translational models for both veterinary and human applications to investigate the efficacy of various wound care therapies (Volk and Bohling, 2013). This study was designed to examine the potential molecular mechanisms of the wound-healing activity induced by CAMP in canine keratinocytes using RNA-Seq and *in vitro* experiments. Our results indicated that CAMP provides an advantageous effect on wound care by regulating the genes involved in wound healing, EMT, and Hippo signaling pathway.

## 2 Materials and methods

### 2.1 Plasma machine

The CAMP-generating device, from Ion Medical Inc. (Bio Stimulation Microwave Plasma v1.0, Gyeonggi-do, South Korea), was used in this study (Figure 1B). The plasma was generated through microwave energy application (30–50 W; 2,450 MHz) with non-ionized argon, used as a carrier gas. After the gas flowed through an electric field, CAMP was ignited inside the nozzle and emitted outside. The intensity of CAMP could be controlled by altering the power consumption and gas velocity. The flow rate of the argon gas could be adjusted to 10–20 L/min. The distance between the CAMP device and the apex point of the cell culture media was 2 cm. The temperature of the surface contact zone was maintained at <40°C.

**FIGURE 1:**
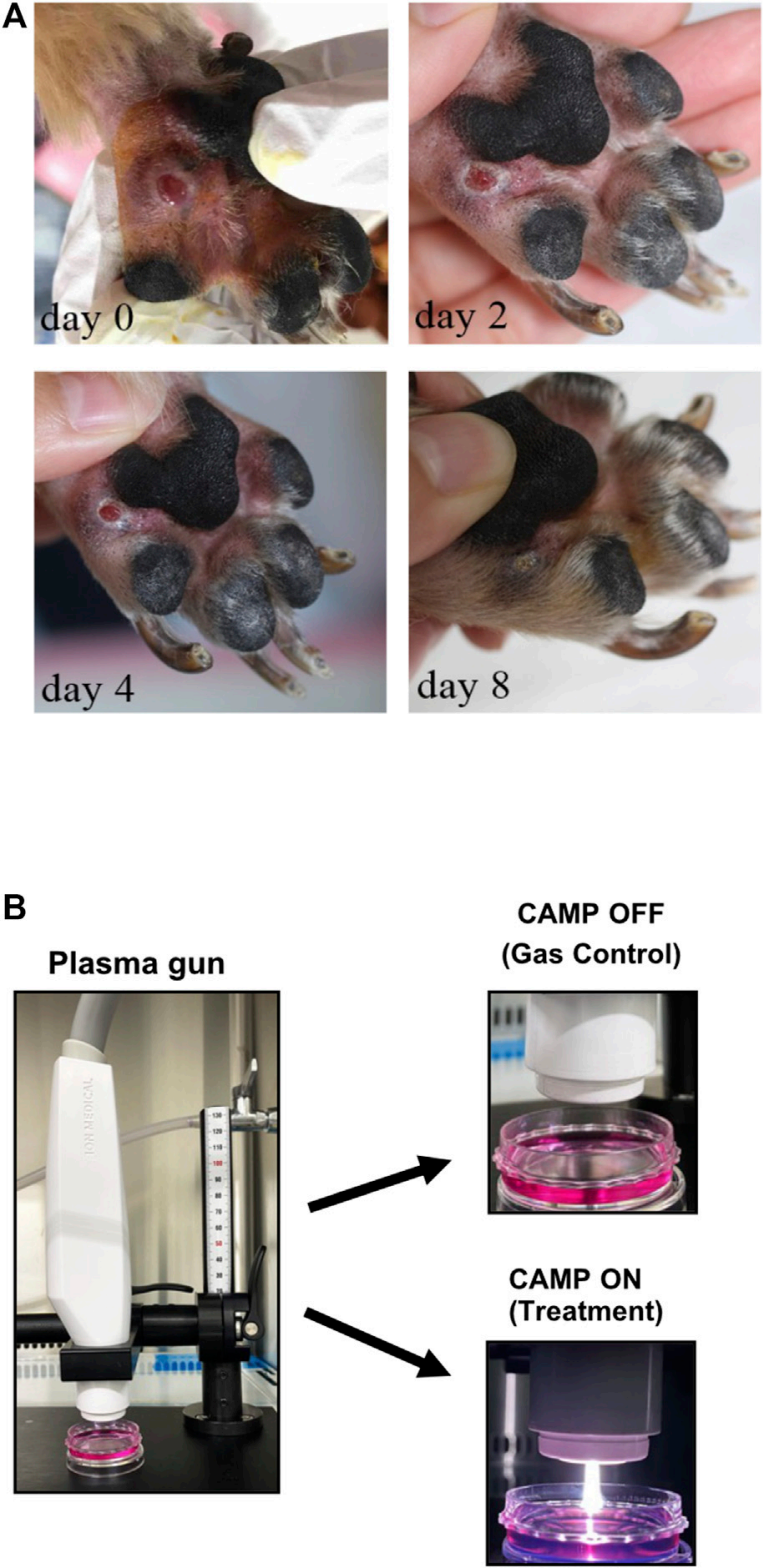
**(A)** Preliminary data of CAMP affecting the acceleration rate of wound healing in a 7-year-old Yorkshire Terrier. CAMP was adjusted to 30 W, and the flow rate of the argon gas was 15 L/min. CAMP was conducted on days 0, 2, 4, and 8. Each day, the procedure was applied to the lesion for 3 minutes. **(B)** Pictures of the CAMP device used in this study.

### 2.2 Animal

A Yorkshire Terrier, male, 7-year-old dog was referred to SNU-VMTH (Seoul National University Veterinary Medical Teaching Hospital, Seoul, South Korea) with lameness and footpad ulceration of the left forepaw for 4 weeks. History-taking showed no improvement with prednisolone and cephalexin prescribed by a referring veterinarian. This patient was exposed to CAMP, as described in the figure legend.

### 2.3 Cell culture

The immortalized human keratinocyte cell line (HaCaT) was bought from Cell Line Service (Eppelheim, Germany), and canine progenitor epidermal keratinocytes (CPEK) were bought from CELLnTEC (Bern, Switzerland). For the CPEK cell line, 9–20 passages were used, and there was no sign of senescence of cells throughout the experiment period. Both cell lines were grown in Dulbecco’s modified Eagle’s medium (Gibco, Grand Island, NY, United States) supplemented with 10% fetal bovine serum (Gibco, Thermo Fisher Scientific, MA, United States), 100 U/mL penicillin, and 100 mg/mL streptomycin (Gibco) at 37°C and 5% CO_2_ in an incubator with a humidified atmosphere.

### 2.4 Cell viability assay

HaCaT cells were seeded in a 6-well plate at a density of 6.5 × 10^5^ cells/well and further grown for 18 h. Two evaluated methods, CAMP-activated media (CAM) and direct CAMP treatment (dCAMP), were used to determine cell viability. For CAM, media were exposed to CAMP for indicated times and then transferred to the HaCaT cells. Gas-activated media (GAM) were used as a control. After 24 h and 48 h incubation, the number of viable cells in proliferation and/or cytotoxicity was determined. For the direct CAMP treatment, HaCaT and CPEK cells in six-well plates were directly treated with CAMP or gas only. After treatment for 15 min, culture media were substituted with fresh complete media. The cell viability was evaluated using CellTiter 96^®^ AQueous One Solution Cell Proliferation Assay Kit (Promega, Madison, WI, United States), according to the manufacturer’s protocol. Briefly, 200 μL of collected media was added into the 96-well plate after adding one solution and further incubating cells for 2 h. Absorbance at 492 nm was used to detect cell proliferation.

### 2.5 Scratch assay

HaCaT or CPEK cells were seeded at a density of 2.5 $\times 10^{6}$ cells/well in six-well plates and grown for 18 h. After treatment with the CAM or dCAMP regimen, as well as those controls, scratches were developed using a sterile pipette tip. Cells were washed twice using PBS to remove cell debris, and new fresh complete media were added. After 24 h and 48 h of incubation, the area of the wound lesion was observed using a light microscope (Nikon Ti-U; Nikon Instruments, Tokyo, Japan). The wound area was quantified using ImageJ software (Version 1.53k, National Institutes of Health, Bethesda, MD, United States) with the wound-healing tool add-on (Suarez-Arnedo et al., 2020).

### 2.6 Transwell migration assay

The CPEK cells were seeded at a density of 1 $\times 10^{6}$ cells/well in a six-well plate and grown for 18 h. Cells were then treated with 30-s dCAMP or gas. After cell incubation for 15 min, the culture media were replaced by new fresh complete media. After 24 h of incubation, cells were trypsinized and seeded into a 24-well transwell plate (37224, SPLInsert™ Hanging, SPL Life Sciences, Gyeonggi-do, South Korea) and further incubated for 24 h. Then, cells were washed with ×1 PBS twice and fixed with 4% PFA (Biosesang, Gyeonggi-do, South Korea) for 15 min. Later, the cells were stained using 1% crystal violet (61135, Sigma Aldrich, MO, United States) in 2% ethanol for 15 min, and the membrane was rinsed with 1X PBS thrice. The images of cells on the membrane of transwells were captured using a light microscope, and the number of cells per field was counted using ImageJ software.

### 2.7 RNA isolation, library construction, and mRNA sequencing

CPEK cells were seeded at a density of 2.5 $\times 10^{6}$ cells/well in a 6-cm cell culture dish. After incubation for 18 h, cells were directly treated with CAMP or gas for 30 s and then incubated for 15 min before replacing the media with a new fresh complete medium. After media replacement, the cells were further incubated for 24 h. Total RNA from CPEK cells was extracted using the RNeasy Mini Kit (QIAGEN, Hilden, Germany), following the manufacturer’s protocol. RNA-Seq was conducted by Macrogen (Seoul, South Korea). Briefly, RNA-Seq libraries were created using a TruSeq Stranded mRNA Library Prep Kit (San Diego, CA, United States) for the Illumina platform, according to the manufacturer’s instructions. After sequencing, the quality of reads was evaluated, and to decrease the bias of the analysis result, preprocessing was conducted to remove artifacts, including adapter sequence, contaminant DNA, and PCR duplicates using FastQC software (version 0.11.7) and Trimmomatic program (version 0.38). After preprocessing, read data were mapped to the reference genome (CanFam3.1) using the HISAT2 program (version 2.1.0), and aligned reads were generated. Using the reference-based aligned read information, transcript assembly was conducted using the StringTie program (version 2.1.3b). The expression profile values were obtained for each sample for the known transcript, and read count, FPKM (fragment per kilobase of transcript per million mapped reads), and transcripts per kilobase million values were summarized according to the transcript/gene. Using this value, differentially expressed gene (DEG) analysis was conducted using DESeq2, and significant results were selected as |fc| ≥ 2 and nbinomWaldTest raw *p*-value <0.05. Gene Ontology (GO) enrichment was evaluated based on the g:Profiler tool (https://biit.cs.ut.ee/gprofiler/) for a significant list of enriched genes, and gene set enrichment analysis was conducted based on the KEGG (Kyoto Encyclopedia of Genes and Genomes) database (http://www.genome.jp/kegg/) for a significant gene list. To control the false-positive rate, Benjamini and Hochberg’s approach was used to adjust the *p*-values, and a *p*-value <0.05 was considered a significant difference.

### 2.8 Quantitative reverse transcriptase polymerase chain reaction (qRT-PCR)

CPEK cells were seeded at a density of 2.5 $\times 10^{6}$ cells/dish in 6-cm culture dishes and grown for 18 h. Cells were then directly treated with CAMP or gas, and the culture media were replaced with new fresh media after 15 min of incubation. Following further incubation for 24 h, the cells were collected for analysis. Total RNA was extracted using the TRIzol™ reagent (Thermo Fisher Scientific, MA, United States) following the company’s protocol. Total RNA (1 μg) was reverse-transcribed into cDNA using a Verso cDNA synthesis kit (AB1453B, Thermo Fisher, IL, United States) using a MiniAmp Plus Thermal Cycler (Applied Biosystems, Waltham, MA, United States). The primers used for qRT-PCR are listed in the table.

**Table:** 

Target gene	Primer	
	Forward (5’→3′)	Reverse (5’→3′)
COL1A1	CAA GAT GTG CCA CTC CGA CT	AGT GGG GTA TAC GCA GGT CT
COL1A2	GGA TAC GCG GAC TTT GTT GC	CCT TTC TCC ACG TGG TCC TC
COL3A1	TTG CTT CTC GCT CTG CTT CA	CAG ACG CAT ATT TGG CAC GG
COL4A1	GCG TGT GGC TGC TGC T	CAC TTC CCA CAT CCA GAG CC
COL4A2	GAC CGG GAC AAA TAC AGG GG	GAG CTC CAA CTG GAC CCA TC
IL18	ACA CCA GTT GCG ATC CCT G	CGG ACA TCA GGA AAG GAG GTC
IL12a	ATG AGA GTT GCC TGG CTT CC	GAT GCT GCT AAG GCA CAG GA
TLR4	GGC AGC AGG TGG AAC TGT AT	TCC ACG GTT TAC CAT CCA GC
FERMT2	GTG CAC TAA CAA GCA CGA CTG	GTT TTG TTC CCG ACT TGC CC
SPDYA	TCT AAA CGC CCC AAA GGA CC	TAC AGC AGC AGT CCA TCC AC
DSG4	GCA CTC AAC CCC TGT GAG AA	TGG CAG GAT TTC CTG TGT CC
Vimentin	TGA AGC TTG CCC AGA TTC GG	CTT GCG CTC CTG AAA AAC TGC
CDH1	CGG TCT ACC TAG GAC AGC CT	GTT GTA GAG GCC GCT TGA CT
SNAI1	GAA CCT TCT CCC GCA TGT CC	GAG GCT ACA ATG GGG CAA GG
SNAI2	CTG GAC ACG CAC ACA GTG AT	GGA ATG GAG CTG CCG TAG TC
YAP1	ATG CCA TTC CTT TTG CCC AGT	GGC TTG GCA GAC CAG TAA GTC
TAZ	AAC AAG TCG GCT ATG TGG GG	CAG GGA GCT GGA CAA GAC AG
TEAD4	GTG TCC TCT TCT CGT CAA AAA GC	CGG GCC CCA CAT GTA GTG AA
CTGF	TCA GGC CTT GTG AAG CTG AC	ACG GCC ATC TGT GCA TAC TC
β-Actin	GTG GCC GAG GAC TTT GAT TG	GCA ATT CTC TTT CCC TCC CCT

mRNA expression was measured using qRT-PCR. SYBR Green reagents (PowerUp SYBR Green Master Mix, A25741, Applied Biosystems, Thermo Scientific) in a QuantStudio 1 Real-Time PCR System (Applied Biosystems, Marsiling Industrial Estate, Singapore) were used. The mRNA level of each gene was normalized to that of β-actin (housekeeping gene). The relative gene expression was calculated using the comparative Ct method (ΔΔCT Method).

### 2.9 Immunoblotting analysis

Cells were seeded at a density of 2.5 $\times 10^{6}$ cells/dish in 6-cm culture dishes and grown for 18 h. Cells were then treated with dCAMP or gas. After media replacement and further incubation for 24 h, cells were washed twice in ice-cold PBS and lysed with RIPA buffer containing proteinase inhibitors. The concentration of proteins was quantified using the Pierce™ BCA protein assay kit (Thermo Scientific, Abbott Park, IL, United States). Afterward, 80 µg of proteins was separated using 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to a PVDF membrane. The membrane was blocked using 5% BSA for 1 hour at RT, and specific antibodies were incubated at 4°C overnight. The primary antibodies used (at a dilution of 1:1000) included rabbit anti-E-cadherin (24E10, #3195S, Cell Signaling, MA, United States), rabbit anti-Snail (C15D3, #3879S, Cell Signaling), rabbit anti-Slug (C19G7, #9585P, Cell Signaling), rabbit anti-vimentin (#A11952, ABclonal, MA, United States), and rabbit anti-YAP/TAZ (D24F4, #8418S, Cell Signaling). The blotted membrane was subsequently incubated with HRP-conjugated anti-GAPDH (G9, #sc-365062, Santa Cruz, TX, United States) used as the internal control. After washing using 1% TBST and blotting using goat anti-rabbit, the membrane was incubated with HRP-conjugated IgG secondary antibody (1:5000 dilution, #31460, Thermo Scientific) in 5% skim milk. Membranes were developed using the ECL substrate (Pierce™ ECL Western Blotting Substrate, 32106, Thermo Scientific) and visualized using Alliance Q9 Mini (Cambridge, United Kingdom) and quantified using ImageJ software.

### 2.10 Statistical analysis

Data are expressed as mean ± SD or SEM with three independent experiments. Statistical analyses were conducted using Student’s t-test and one-way ANOVA followed by *post hoc* Dunnett’s test using GraphPad Prism 9 software (version 9.5.0). All comparisons were made relative to its control, and significant differences have been presented as *p < 0.05, **p < 0.01, and ***p < 0.001.

## 3 Results

### 3.1 Direct CAMP treatment shows a promising effect on activating the wound-healing process in human keratinocytes (HaCaT)

The Yorkshire Terrier dog (male, 7-year-old) was referred to Seoul National University Veterinary Medical Teaching Hospital with lameness and footpad ulceration of the left forepaw for 4 weeks. The physical examination and blood analysis showed no specific finding. During the dermatological examination, the dog suffered edema, ulceration, and moderate erythema on his left forepaw footpad. Cytology showed pyogranulomatous inflammation with cocci, suggesting a foreign body rather than neoplasia. However, no foreign body with a puncture was found, and the lesion was extruded. During treatment using CAMP, discomfort, edema, erythema, and size of the lesion were reduced, and the lesion was resolved on day 8 (Figure 1A). To investigate the appropriate treatment to further experiment, the treatment techniques were set using both CAMP-activated media (CAM) and direct CAMP treatment (dCAMP) (Figure 1B). For the CAM-treated experiment, the HaCaT cells were treated with CAM, the culture media derived from the CAMP-treated medium with various exposure times, and further incubated. At 24 h and 48 h, cell viability was analyzed. The results showed that cells treated with 120-s CAM showed a significant decrease in cell viability (67.79% ± 3.80%), compared with gas-activated media (GAM), while the other doses showed no significant difference at 24 h (Figure 2A). At 48 h time point, cell survival results showed a significant decrease in cell survival in 60- and 120-s CAM-treated HaCaT cells (87.15% ± 2.34% and 40.08% ± 2.49%, respectively), compared with GAM (Figure 2A). Therefore, 60 s CAM was selected for further experiments. However, in a scratch assay, the results exhibited no significant effect of CAM on wound-healing activity (Figure 2C). In case of dCAMP, HaCaT cells were directly treated with CAMP for the indicated exposure times and then further incubated with new fresh complete media for 24 h and 48 h. Cell viability assay results revealed that the percentage of cell proliferation in treatment with dCAMP for 45- and 60 s at 24 h and treatment with dCAMP for 30 s, 45 s, and 60 s at 48 h (for 24 h, 79.81% ± 9.21% and 65.27% ± 6.42%, respectively; for 48 h, 83.84% ± 8.18%, 68.92% ± 9.95%, and 58.38% ± 16.82%, respectively) shows a significant reduction rate in cell proliferation (Figure 2B). According to ISO 10993-5:2009, percentages of cell viability above 80% are considered non-cytotoxic (Iso, 2009); therefore, 30 s of dCAMP was selected for use in the wound-healing assay. Although there was no significant effect of CAM on wound-healing activity, the results of the dCAMP treatment method illustrated that directly treated HaCaT cells with CAMP significantly increased the percentage of wound closure width compared with gas control (77.03% ± 7.73% vs. 52.37% ± 7.66%, Figure 2D). All these results suggested that the dCAMP treatment regimen exhibits a favorable effect on wound healing in HaCaT cells.

**FIGURE 2:**
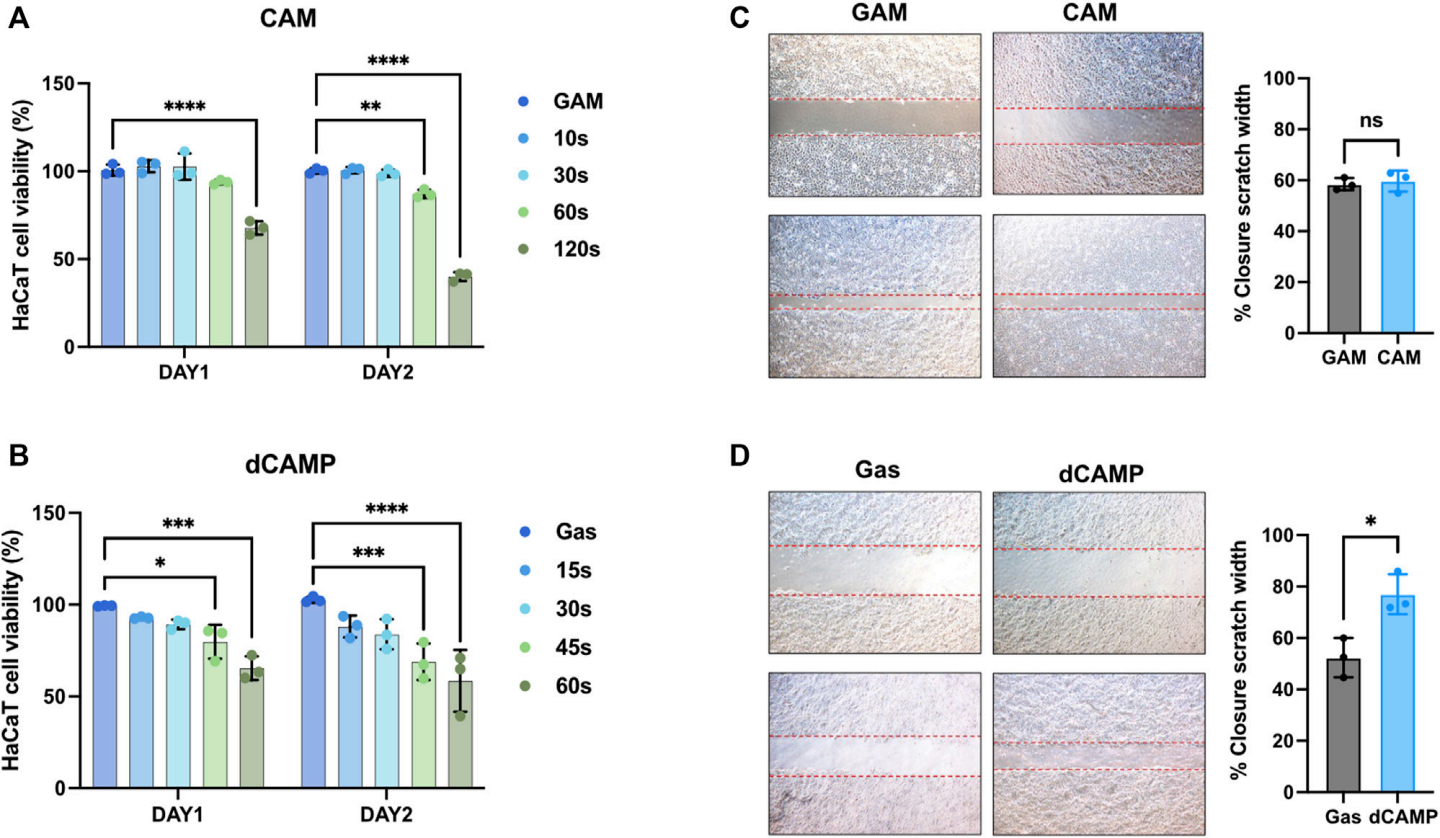
Direct CAMP treatment (dCAMP) shows promising effects on activating the wound-healing process in human keratinocytes. **(A,B)** Cell viability of HaCaT cells treated with CAMP-activated media (CAM) and direct CAMP (dCAMP). For wound-healing assay, the scratches were created using pipetted tips. HaCaT cells were treated with 30-s CAM **(C)** and 30-s dCAMP **(D)**. The wound areas were measured at 0 h and 24 h, and the adjacent graph shows the quantitative data on the closure area. Data are presented as mean ± standard error, *p < 0.05, compared with the gas treatment group.

### 3.2 Direct CAMP treatment showed preferable activities in promoting cell migration and cell invasion abilities of wound healing in canine keratinocytes (CPEK)

Since our data suggested that dCAMP might provide a positive effect on wound healing in dogs (Figure 1A), the molecular mechanisms of those effects on dog keratinocytes were evaluated using the CPEK cell line. As shown in Figure 3A, after treating cells with dCAMP for various exposure times, cell viability assay showed no significant effect on cell survival with all those times of treatment at 24 h after incubation; however, the proliferation rate of dCAMP-treated CPEK cells began to significantly reduce at 48 h after treatment for 30 s, 45 s, and 60 s, compared with gas (80.95% ± 4.22%, 74.48% ± 1.20%, and 59.40% ± 6.51%, respectively). Therefore, dCAMP treatment for 30 s exposure time was selected for further study due to the percentage of cell survival being higher than 80. In addition, there was no cell morphology change before and/or after dCAMP treatment for 30 s exposure time, as shown in Figure 3B.

**FIGURE 3:**
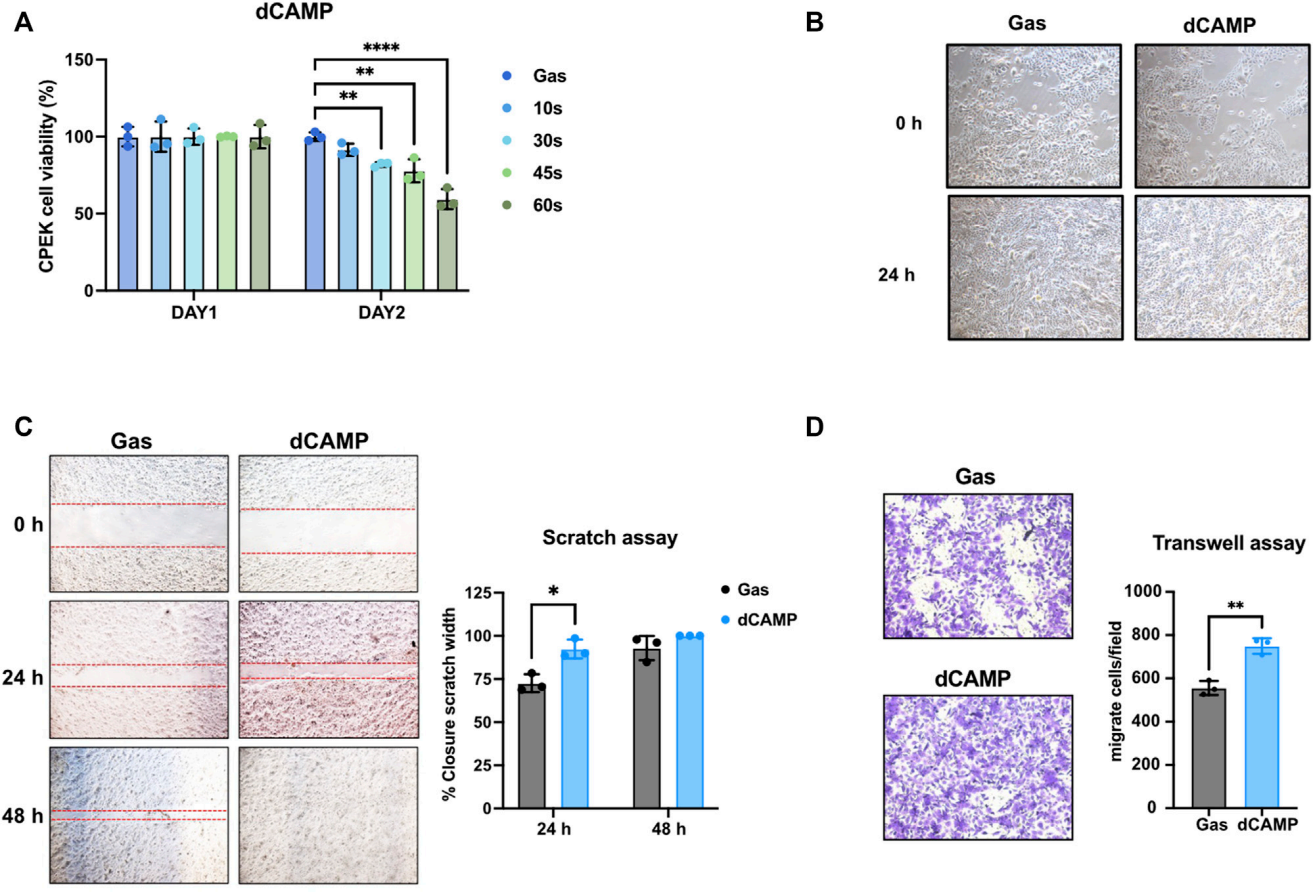
dCAMP treatment showed preferable activities to augment cell migration and invasion abilities in canine keratinocytes’ wound healing. **(A)** Cell viability of CPEK cells at 24 h and 48 h after being directly treated with various exposure times of CAMP or gas. **(B)** Cell morphology of CPEK cell before and after treatment with 30-s dCAMP. **(C)** Scratch assay shows the significantly higher wound closure rate in 30-s dCAMP-treated CPEK cells, than gas. **(D)** Transwell assay shows the positive effects of 30-s dCAMP on the wound-healing process by promoting CPEK cell migration and invasion. Data are presented as mean ± standard error, *p < 0.05, **p < 0.01, and ****p < 0.001 compared with the gas-treated group.

To evaluate the wound-healing activity, scratch assay and transwell assay were performed. For the scratch assay (Figure 3C), dCAMP-treated cells show a significantly higher acceleration rate of lesion closure than gas control at 24 h (92.32% ± 5.13% vs 72.61% ± 5.12%). Unfortunately, there was no difference between both groups at 48 h; the reason was that the scratch area of the dCAMP-treated cells had been utterly closed before the evaluation time-point (100.00% vs 92.92%). For the transwell assay (Figure 3D), dCAMP-treated CPEK cells demonstrated a significantly higher number of migratory and invasive cells than those treated with gas (749.33 ± 35.92 cells/field vs 556.00 ± 32.42 cells/field). These suggested that dCAMP treatment promotes cell migration and cell invasion of canine keratinocytes.

### 3.3 RNA sequencing analysis of dCAMP-treated CPEK cells

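CPEK cells, a canine keratinocyte line, were exposed to CAMP or to the gas without plasma for 30 s. The medium was replaced 15 min later, and RNA was extracted after a further 24 h. Stranded mRNA libraries were sequenced from 3 gas-treated and 3 dCAMP-treated cultures. The authors trimmed the reads, mapped them to CanFam3.1 with HISAT2 and summarized known transcripts with StringTie, and the gene table they deposited holds read counts without normalization and FPKM values for 35993 genes. The total counts were 45167120, 53166657 and 54082634 in gas libraries 1, 2 and 3, with a median of 53166657. The dCAMP libraries held 46479197, 43084921 and 44692385 counts, with a median of 44692385. The counts were normalized with edgeR's TMM method, and dCAMP-treated cells were compared with the gas control by its quasi-likelihood test. The test covered the 14708 genes kept by edgeR's filter on low counts, and log2 fold changes were computed with a prior count of 2. Expression of single genes is given as CPM, the counts scaled to the normalized library size. The chi-square statistic per degree of freedom between replicate counts, which is near 1 for sampling noise alone, was 6.52 to 10.24 among the dCAMP libraries and 86.27 to 322.61 among the gas libraries.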

RNA-Seq data were generated from CPEK cells directly treated with CAMP for 30 s. To ensure comparability between the gene expression profiles of dCAMP-treated cells and gas control, a correlation heatmap was generated (Figure 4A). 

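Pearson's correlation coefficients were computed across genes for each pair of libraries, on the log2 of FPKM plus 1; genes are not independent replicates, and no test was made. The coefficient was 0.9988 ± 0.0001 (SD, n = 3 pairs) among the dCAMP libraries. Among the gas libraries it was 0.9879 ± 0.009 (SD, n = 3 pairs), with 0.9906 for gas 1 and gas 2, 0.9778 for gas 1 and gas 3, and 0.9952 for gas 2 and gas 3. Between the groups it was 0.9888 ± 0.0107 (SD, n = 9 pairs). Gas 1 had coefficients of 0.974 to 0.976 with the dCAMP libraries, gas 2 of 0.9929 to 0.9938, and gas 3 of 0.9981 to 0.9985. The difference between the mean within the gas libraries and the mean between the groups was smaller than the spread of either. Spearman's coefficient moved the mean between the groups most, to 0.9584.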

The correlation coefficient graphical diagram showed a positive correlation between both groups. 

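Hierarchical clustering used Euclidean distances and complete linkage on the gene-wise z-scores of log2-transformed FPKM values. Over the genes with at least a 2-fold change and an unadjusted p under 0.05, the 3 gas libraries formed 1 branch and the 3 dCAMP libraries the other. These genes were selected for a difference between the same groups. The distances were 6.75 to 8.41 among the dCAMP libraries and 8.87 to 14.56 among the gas libraries. The distance to the dCAMP libraries was 25.58 to 27.06 for gas 1, 20.75 to 22.22 for gas 2 and 16.04 to 17.19 for gas 3. Over all genes tested, 1 gas library, gas 3, joined the branch of the dCAMP libraries, and with average linkage, a combination chosen after seeing the data, gas 2 and gas 3 joined it. The first principal component of the log2 CPM values of the genes tested held 71.2% of the variance, with gas libraries 1, 2 and 3 at −94.1, −23 and 21.7 and the dCAMP libraries at 28.6, 33.2 and 33.6.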

The cluster analysis, as presented in Figure 4B, was performed and grouped based on the degree of similarity of the expression pattern for each gene in each sample, using FPKM values of each gene. 

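In the edgeR comparison, 3040 genes had an unadjusted p under 0.05. With Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05 at any fold change, and the smallest adjusted p was 0.136. The alternative that moved this count most was limma's voom with sample quality weights, which gave 8944 genes with an adjusted p under 0.05, 989 of them with at least a 2-fold change. That fit weights the libraries unequally, and the weights are not given here, so its count may rest mainly on some of the gas libraries. For example, it gave log2 fold changes of 0.62 for FERMT2 and 1.83 for SPDYA, against 1.00 and 1.19 in edgeR. Without gas library 3, edgeR gave 4953 genes with an adjusted p under 0.05, of which 1090 had at least a 2-fold change. In the other 5 fits that each left out 1 library, 0 or 1 gene passed.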

From the MA plot (Figure 4C), genes with at least a two-fold difference and adjusted *p* < 0.05 were selected to determine DEGs between the two groups. 

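Of the genes in the deposited table, 20284 had at least 1 count in any library and 15304 had at least 1 count in every library. Among the genes tested were 12758 protein-coding genes, 809 pseudogenes, 1040 lncRNA genes and 32 miRNA genes. At least a 2-fold change together with an unadjusted p under 0.05 was found for 161 genes, of which 141 were higher and 20 lower in the dCAMP-treated cells. Leaving out gas library 3 gave 1523 such genes, 1473 higher and 50 lower. The other fits without 1 library gave 135 to 157 genes, and the genes lower in dCAMP-treated cells numbered 31 without gas library 1, 44 without dCAMP library 1, 35 without dCAMP library 2 and 42 without dCAMP library 3.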

Among those 67,709 genes (protein-coding 63,959 genes, pseudogene 2,576 genes, lncRNA 1,096 genes, and miRNA 42 genes), 327 significantly regulated genes were identified; 300 genes were upregulated; and 27 genes were downregulated in the dCAMP-treated CPEK cells (Figures 4D, E). From DEGs (Supplementary Data), the GO analysis result (Figure 4F) revealed the role of dCAMP treatment in the biological process and molecular function. 

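The 13 genes of the Hippo core that the paper's introduction names (STK3, STK4, SAV1, MOB1A, MOB1B, LATS1, LATS2, YAP1, WWTR1 and TEAD1 to TEAD4) had a median log2 fold change of 0.17, with 8 genes higher and 5 lower in dCAMP-treated cells. The paper's KEGG analysis rests on that database's own gene sets and was not repeated here, so these 13 genes do not test its Hippo result. limma's camera, with a preset inter-gene correlation of 0.01, gave the list an adjusted p of 0.277 over 10 lists, and fry gave 0.0857. The median fell to −0.06 when each library's trend on gene length was removed. It was 0.09 without gas library 1, 0.10 without gas library 2 and 0.13 to 0.23 in the other fits without 1 library. MOB1B (gene ID 482187; chromosome 13, 60145168 to 60197916 of CanFam3.1) was the list's gene among the 327 genes of the supplementary table. Its expression was 14.6 ± 12.1 CPM (SD, n = 3) in the gas control and 31.7 ± 1.94 (SD, n = 3) in dCAMP-treated cells, a log2 fold change of 1.12 (standard error 0.60, adjusted p = 0.292 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was 0.67 without gas library 1 and 1.96 without gas library 3. Its adjusted p was 0.0244 without gas library 3, in a range of 0.0244 to 0.502 over the fits without 1 library. In the fit without gas library 3, where 4953 genes passed, STK3, SAV1, MOB1A, LATS1, WWTR1 and TEAD1 (higher) and TEAD3 (lower) passed too. STK4, LATS2, YAP1, TEAD2 and TEAD4 did not. YAP1 (gene ID 479465; chromosome 5, 29394760 to 29495977), whose locus overlaps that of LOC100688601, had a log2 fold change of −0.15 (standard error 0.11, adjusted p = 0.365), which was −0.08 without gas library 1 and −0.24 without gas library 3. The 6 YAP/TAZ target genes named there (CTGF, CYR61, MYC, AXL, BIRC5 and CCND1) had a median log2 fold change of −0.06 (camera adjusted p = 0.562), with 3 genes higher and 3 lower; the median was −0.02 without gas library 1 and −0.13 without dCAMP library 3.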

Subsequently, KEGG analysis showed the associated pathway induced by direct CAMP treatment; including signaling pathways regulating pluripotency of stem cells, metabolic pathway, and Hippo signaling pathway (Figure 4G).

**FIGURE 4:**
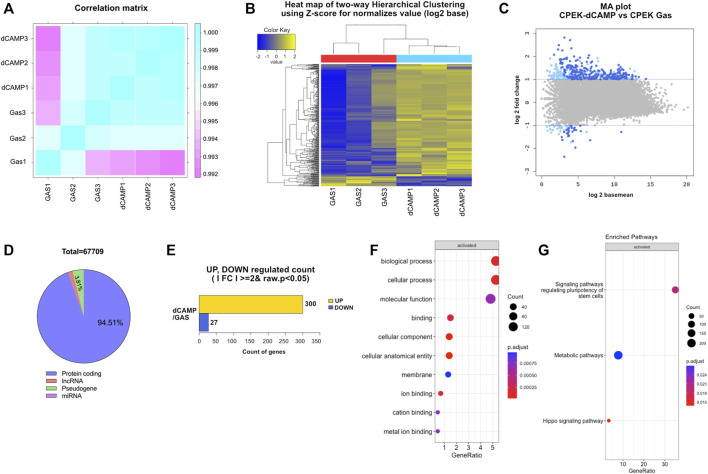
RNA sequencing analysis of 30-s dCAMP-treated CPEK cells compared with gas-treated cells. **(A)** Correlation matrix presents correlation coefficients between dCAMP-treated and gas-treated cells. The closer the correlation coefficient value is to 1, the higher the similarity between samples. **(B)** Two-dimensional hierarchical cluster analysis of differentially expressed genes between dCAMP-treated and gas-treated groups; an increase in expression is shown in yellow hues, and reductions are in blue hues. **(C)** MA plot shows the relationship between the significance of the differential expression test (log_2_ fold-change) and mean-normalized expression between dCAMP treatment and gas treatment. Gray represents no significant change, light blue represents absolute log FC ≥ 2, and dark blue represents absolute log FC ≥ 2 and *p*-value <0.05. **(D)** Total number of genes regulated by direct CAMP treatment. **(E)** Number of genes significantly up- and downregulated by CAMP-treated cells. The GO categories for **(F)** biological process and **(G)** enriched pathway of KEGG.

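DESeq2's Wald test, applied to the genes with at least 1 count in every library, called 327 genes by a 2-fold change and an unadjusted p under 0.05, with 300 upregulated and 27 downregulated, and all 327 are in the paper's supplementary table. With Benjamini-Hochberg adjustment in DESeq2, 161 genes had an adjusted p under 0.05, of which 64 were upregulated and 97 downregulated, and 23 of these had at least a 2-fold change, 21 upregulated and 2 downregulated. DESeq2 gave no adjusted p for 2376 genes. The edgeR test covered 300 of the 327 genes, which all had the same direction, and called 137 of them. This number was 269 without gas library 3, and 74, 81, 84, 87 and 101 without gas 1, gas 2, dCAMP 1, dCAMP 3 and dCAMP 2. For each of the 327 genes, the normalized expression in each library was divided by the mean of the dCAMP libraries. The 300 upregulated genes had a median log2 ratio of −2.24 in gas 1, −1.37 in gas 2 and −0.49 in gas 3. The 27 downregulated genes had median log2 ratios of 1.01, 1.20 and 0.98 in gas libraries 1, 2 and 3. Clustered over these 327 genes, a choice made after seeing the data, gas 3 joined the branch of the dCAMP libraries. The genes were chosen for a difference between these groups, so the medians describe the list and are not a test of it. From these DEGs, the paper goes on to GO and KEGG analysis and states that dCAMP treatment has a role in biological processes and molecular functions.

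**Figure D1:**
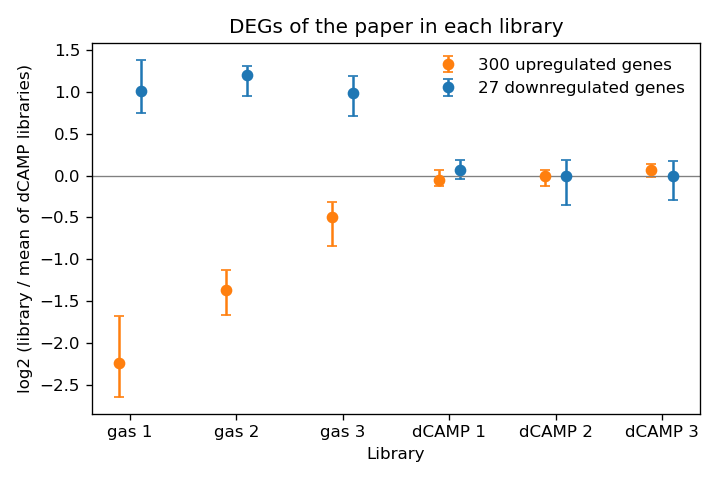
Log2 ratio of each library to the mean of the dCAMP libraries for the 300 upregulated and 27 downregulated genes, with the library on the horizontal axis; points are medians over genes and bars run from the first to the third quartile. The upregulated genes rise from −2.24 in gas 1 to −0.49 in gas 3, while the downregulated genes lie between 0.98 and 1.20 in the gas libraries.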

### 3.4 Direct CAMP treatment upregulated target genes involved in wound healing

To verify the gene enrichment analysis data from RNA-Seq, shown in the heatmap (Figure 5A), we selected several significantly regulated genes involved in the cell cycle, cell proliferation, angiogenesis, cell adhesion, and wound healing. 

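Of the 24 genes in the heatmap, 21 were higher and 3 (SGK494, DCHS1 and FGF21) were lower in dCAMP-treated cells. The log2 fold changes of the list had a median of 1.08, which the log2 of FPKM plus 1 moved most, to 0.32. In 21 of the 24 genes the 3 dCAMP libraries did not overlap the 3 gas libraries; chance gives 10% for genes not chosen on these libraries, and these genes were chosen on them, so the share is no comparison. The groups overlapped for AGR2, NEXN and SPDYA. By a 2-fold change and an unadjusted p under 0.05, edgeR called 14 of the 24 genes, 8 without gas 1, gas 2 or dCAMP 1, 7 without dCAMP 3 and 18 without gas 3. None had an adjusted p under 0.05 over all genes tested, with values from 0.221 to 0.285 in edgeR, while 14 did without gas 3 and 0 in the other fits without 1 library. Adjusted over the list alone, 7 genes were under 0.05, namely DSC2, DSG4, FAT3, MITD1, PROS1, RIPPLY3 and TDRD9. The study chose the list on these samples, so this count is not independent evidence. In DESeq2 on genes with at least 1 count in every library, the adjusted p was 0.0487 for DSC2, 0.0276 for DSG4, 0.0191 for FAT3 and 0.00648 for PROS1. PROS1 (gene ID 478529; chromosome 33, 1628074 to 1691441 of CanFam3.1) had 1.19 ± 0.32 CPM (SD, n = 3) in the gas control and 2.78 ± 0.31 (SD, n = 3) in dCAMP-treated cells, a log2 fold change of 1.20 (standard error 0.24, adjusted p = 0.221 from edgeR). In the fits without 1 library its log2 fold change was 0.98 to 1.29. DSC2 (gene ID 403860; chromosome 7, 58369316 to 58402028) had 294.9 ± 113.7 CPM in the gas control and 603.4 ± 22.6 in dCAMP-treated cells, a log2 fold change of 1.03 (standard error 0.27). TP53INP1 had 1040, 1293 and 318 counts in gas libraries 1, 2 and 3 and 2415, 1947 and 2274 in the dCAMP libraries. In limma's camera the list had an adjusted p of 6.91e-06, and in fry 0.0578; over the alternatives and the fits without 1 library the adjusted p was 1.34e-06 to 0.0578.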

The selected genes, including DSG4, FERMT2, SPDYA, IL12a, IL18, and TLR4*,* were significantly upregulated by dCAMP treatment, consistent with the heatmap data. Since collagen genes are involved in the wound-healing process, we examined the expression of collagen genes. Our data demonstrated that there was no change in Col1A1 and Col1A2 mRNA expression; however, Col3A1 mRNA levels were significantly upregulated in dCAMP-treated CPEK cells compared with the control. For the gene expression of collagen IV, which is abundant in the basement membrane, Col4A1 was upregulated in dCAMP-treated cells, but not for Col4A2, compared with the gas control (Figure 5B).

**FIGURE 5:**
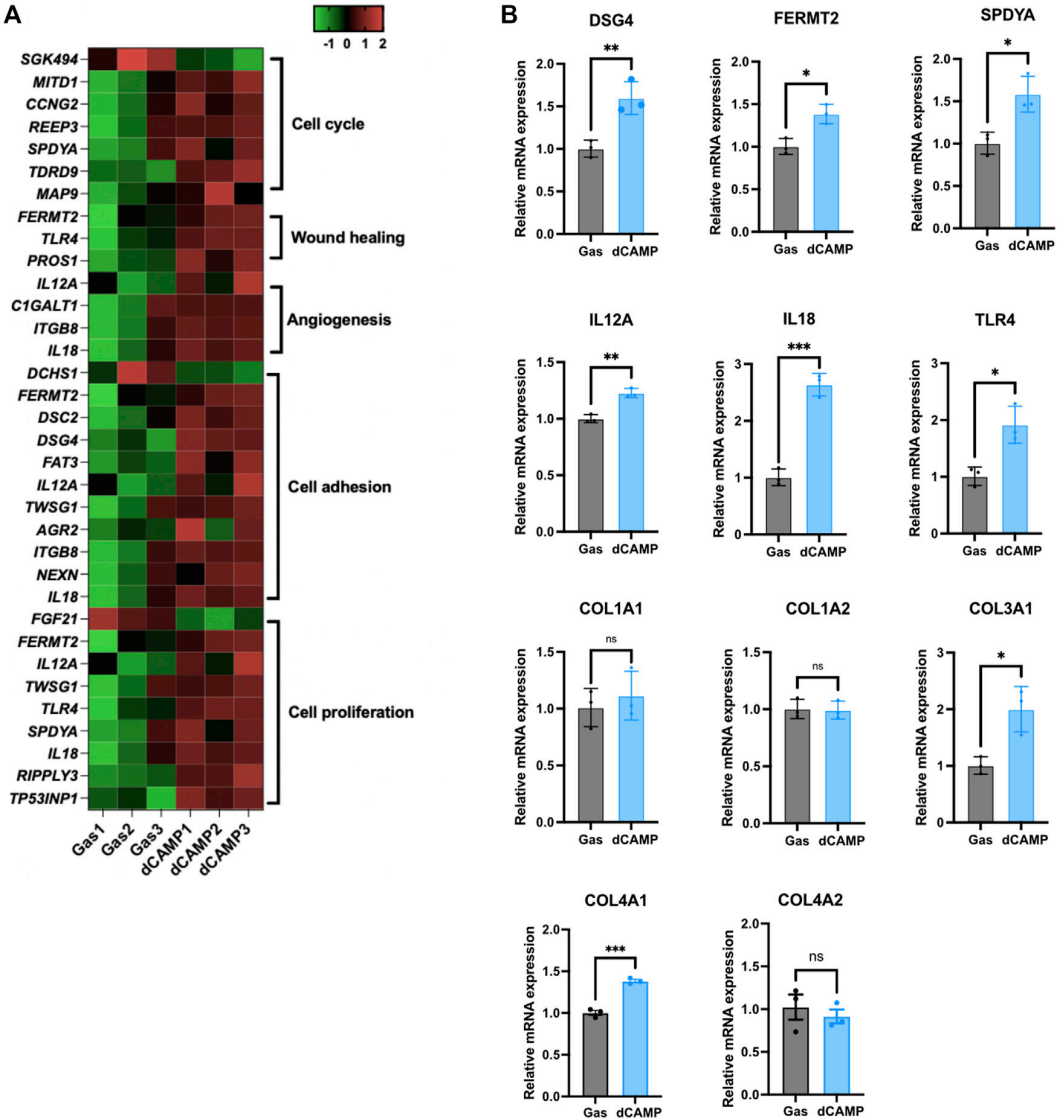
dCAMP treatment upregulated target genes associated with wound healing in CPEK cells. **(A)** Heatmap represents the gene regulated by dCAMP in various pathways; raw data was obtained from GO analysis. **(B)** mRNA expression analysis by qRT-PCR shows that dCAMP regulated expression of various genes in the wound-healing process, consistent with the enrichment analysis results. Data are presented as mean ± standard error, *p < 0.05, **p < 0.01, and ***p < 0.001 compared with the gas-treated group.

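The 6 selected genes had a median log2 fold change of 1.01 by RNA-Seq, with a camera adjusted p of 0.0033 and a fry adjusted p of 0.0419, in a range of 0.00109 to 0.0419 over its alternatives; they were chosen on these samples, which is not independent evidence. DSG4 (gene ID 612592; chromosome 7, 58101294 to 58135376 of CanFam3.1) had 0.784 ± 0.174 CPM (SD, n = 3) in the gas control and 1.64 ± 0.058 (SD, n = 3) in dCAMP-treated cells, a log2 fold change of 1.02 (standard error 0.22). FERMT2 (gene ID 490693; chromosome 8, 29083538 to 29135915) changed from 1.44 ± 0.706 to 2.92 ± 0.367 CPM, a log2 fold change of 1.00 (standard error 0.40), and 0.63 without gas 1. SPDYA (gene ID 100688090; chromosome 17, 22708202 to 22742855) had 10, 19 and 56 counts in gas libraries 1, 2 and 3 and 70, 41 and 65 in the dCAMP libraries, a log2 fold change of 1.19 (standard error 0.57), and 1.97 without gas 3. The loci of FERMT2 and SPDYA overlap LOC106559159 and TRMT61B, and the paper's text does not name how reads on overlapping genes were counted. IL18 (gene ID 403796; chromosome 5, 20972742 to 20995327) had 3.05, 16.1 and 31.9 CPM in the gas libraries against 45.6 ± 1.38 (SD, n = 3) in dCAMP-treated cells, and its log2 fold change was 0.91 without gas 1 and 2.20 without gas 3. TLR4 (gene ID 403417; chromosome 11, 71356390 to 71367166) had 4 to 11 counts in the gas libraries and 15 to 16 in the dCAMP libraries, a log2 fold change of 0.94 (standard error 0.39). IL12A (gene ID 403977; chromosome 34, 26125529 to 26133546) had 17, 7 and 12 counts in the gas libraries and 23, 16 and 30 in the dCAMP libraries, a log2 fold change of 0.97 (standard error 0.44), but −0.0004 on the log2 of FPKM plus 1. Its 669-base transcript was listed at 0 in the 3 dCAMP libraries and had 7 to 12 counts in the gas libraries. Its 1780-base transcript had 16 to 30 counts in the dCAMP libraries and 10, 0 and 0 in gas libraries 1, 2 and 3. Whether the cells changed transcripts or the reads were assigned differently was not tested. Over all genes tested, the 6 genes had edgeR adjusted p-values of 0.221 to 0.276, and without gas 3 those of 2 genes, DSG4 and SPDYA, were under 0.05. Over the 19 genes measured by qRT-PCR in the paper, the edgeR adjusted p of DSG4 was 0.0212, adjusted over the list alone.

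**Figure D2:**
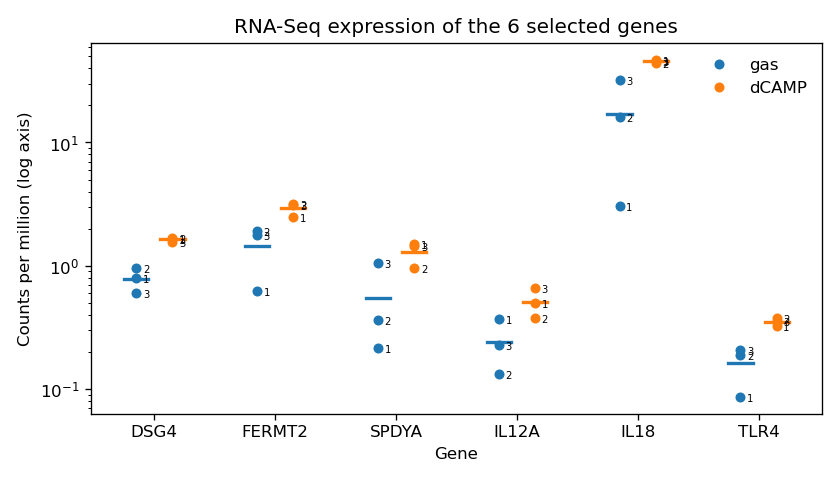
CPM on a log axis for the 6 selected genes in the gas and dCAMP libraries; each point is a library, numbered by replicate, and each horizontal line is the mean of 3 libraries. IL18 spans 3.05 to 31.9 CPM in the gas libraries and is near 45.6 in the dCAMP libraries.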

### 3.5 Direct CAMP treatment plays roles in Hippo and EMT pathways involved in wound healing

A number of studies have reported that the Hippo pathway plays a role in skin homeostasis and wound-healing process (Wang et al., 2017; Rognoni and Walko, 2019). As shown in Figure 6A, the Western blotting data showed no induction of YAP or TAZ protein after treatment with 30-s dCAMP in CPEK cells without wound lesions. Interestingly, with wound lesions, the results showed significant induction of YAP protein (1.4-fold), but not TAZ protein, which is specific to dCAMP-treated CPEK cells. Subsequently, the mRNA expression showed substantial upregulation in YAP, TEAD4, and its downstream target CTGF/CCN2 mRNA level (Figure 6B). In addition, EMT is a critical process to promote cell migration, which is essential for the wound-healing process. Therefore, EMT markers were evaluated at both the transcription and translation levels. CPEK cells with wound lesions treated with dCAMP for 30 s were used for the investigation. The data revealed the protein downregulation of E-cadherin (0.8-fold) and protein upregulation of vimentin (1.8-fold), Slug (2.3-fold), and Snail (1.4-fold) (Figure 6C). These were confirmed using qRT-PCR to measure mRNA expression levels. The data showed the same pattern as protein-level expression: downregulation of CHD1 and upregulation of vimentin, SNAI1, and SNAI2 mRNA expression (Figure 6D). These results suggested that dCAMP treatment plays roles in different mechanisms involved in wound healing, including the Hippo pathway and EMT process.

**FIGURE 6:**
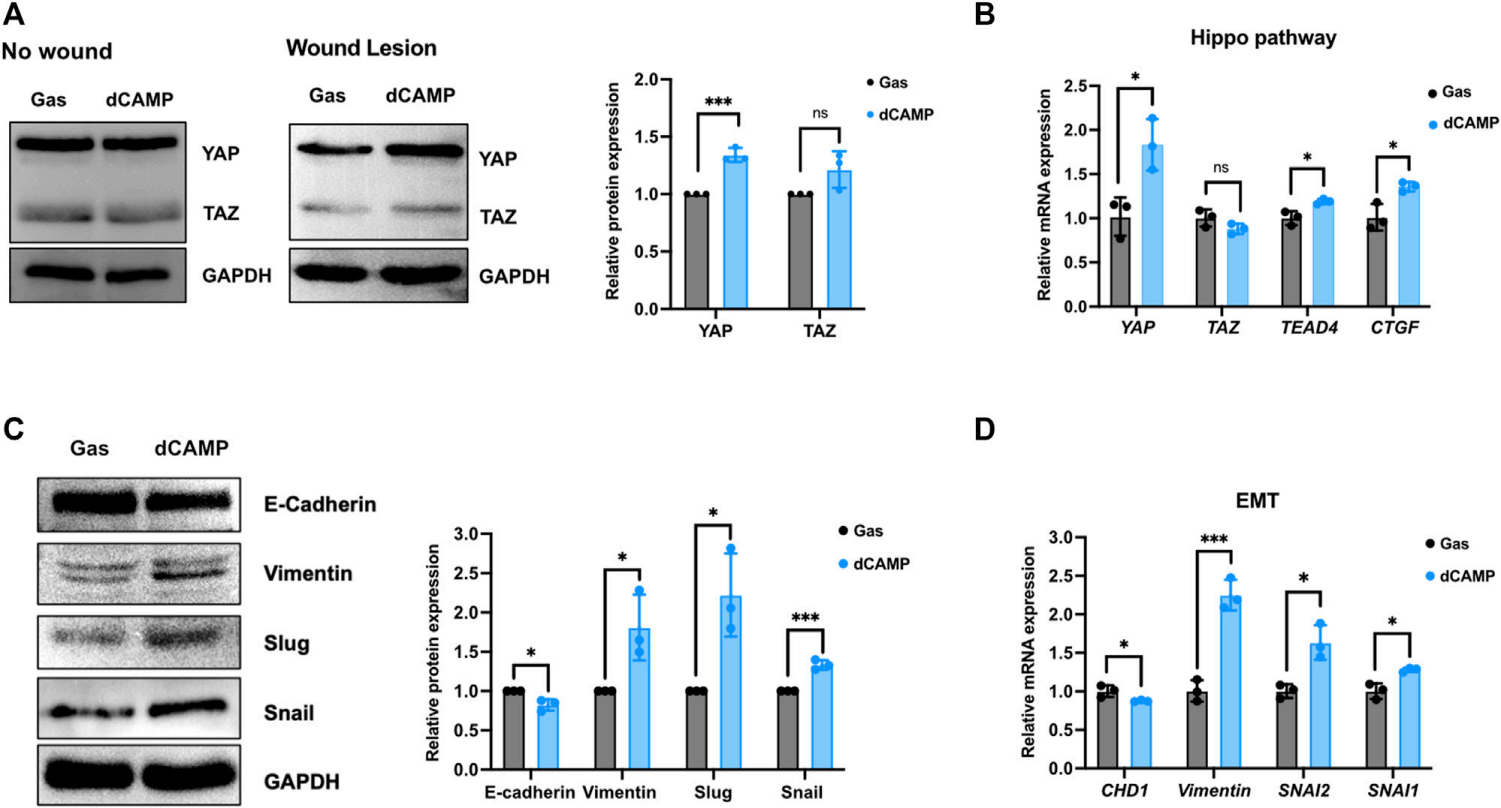
Direct CAMP treatment plays roles in EMT and Hippo pathway contributing to promoting wound-healing activity in canine keratinocytes. **(A)** Downstream targets of the Hippo pathway, YAP and TAZ protein expression, under normal conditions (no wound) and wound conditions (wound lesions) after treatment with 30-s dCAMP or gas. The adjacent graph presents the quantitative expression of the relative proteins. **(B)** qRT-PCR data verified the mRNA gene expression in the Hippo pathway. Immunoblotting **(C)** and qRT-PCR **(D)** results show that 30-s dCAMP improved cell migration by inducing EMT markers. Data are presented as mean ± standard error, *p < 0.05, **p < 0.01, and ***p < 0.001 compared with the gas-treated group.

## 4 Discussion

Impaired wound healing is the unsolved process of resolving the injured tissues due to improper wound care or infections. The more accelerated the time to heal, the better the resolution of the curative lesions (Guo and Dipietro, 2010). The epidermal wound healing is a major consideration since the epidermis finally covers all the wound lesions, contributing to wound closure in the wound-healing process. The stratified epithelium is made of keratinocytes organized in the epidermis layer, which can proliferate and endanger daughter cells that migrate to the skin surface in supra-basal layers (Rittié, 2016). Many studies on human models have confirmed the benefit of plasma treatment. For instance, human diabetic foot ulcer wounds were subjected to a study, and the results showed that plasma therapy affects wound surface reduction and wound repair time independent of the infection background (Stratmann et al., 2020). In the full-thickness skin wound model in rats, plasma treatment could promote skin wound healing by accelerating cell contraction, re-epithelialization, neovascularization, and inflammatory response but did not change collagen bundles (Zhang et al., 2019). However, there is not much information on using canine models for plasma treatment. Our study indicates the potential of the direct-CAMP regimen, which significantly promotes the rate of wound repair in canine keratinocytes. In addition, the effects of dCAMP treatment in cell migration and invasion assay were confirmed, and the results showed a positive outcome that direct treatment with CAMP contributes to favorable effects on canine wound repairing.

After reassuring about the effect of dCAMP treatment on wound healing, the RNA-Seq was conducted in our study to identify the potential molecular mechanisms and pathways that contribute to lesion repair. The GO analysis results exhibited the notable regulated genes involved in wound healing (Figure 5A). To confirm the expression of those regulated genes, qRT-PCR was conducted with selected representative target genes in the wound healing-associated biological process. The expression of transmembrane cadherin proteins, desmogleins (DSGs), which promote epidermal integrity by inducing epithelial cell adhesion (Johnson et al., 2014), was increased after direct treatment with CAMP to canine keratinocytes. Fermitin family homologs (kindlin) are intracellular adapter proteins that play roles in integrin-containing focal adhesions, the regulatory effect between actin microfilaments and extracellular matrix (ECM) (Meves et al., 2009). A previous report suggested that cell motility and formation of cell–cell contacts were particularly affected by kindlin-2, FERMT2, in human keratinocyte cell lines (He et al., 2011). Our results also showed that direct treatment with CAMP affects FERMT2 upregulation in CPEK cells. Additionally, SPDYA (Speedy/RINGO cell cycle regulator family member A) is a CDK2 activator and directly binds and promotes the degradation of the CDK inhibitor, p27^Kip1^ (Porter et al., 2003; McAndrew et al., 2007). *SPDYA* gene was also upregulated in dCAMP-treated cells. The other genes, including IL12a, IL18, and TLR4, the crucial molecules in non-infectious inflammation, which play essential positive roles in early wound repair (Kämpfer et al., 1999; Chen et al., 2013; Li et al., 2015), were also affected by the dCAMP regimen (Figure 7; right). In addition, collagen plays important roles in wound healing, including inflammation, angiogenesis, and extracellular matrix (ECM) remodeling (Mathew-Steiner et al., 2021). It is suggested that collagen III is the first to be synthesized in the early stages of wound healing and is substituted by dominant skin collagen I (Mathew-Steiner et al., 2021). Among those collagen subtypes, collagen IV was abundantly found in the basal membrane of skin, and it is a major component at the dermal–epidermal junction, where it is mostly found in the lamina densa (Abreu-Velez and Howard, 2012). In this study, we found that the collagen gene expression, measured by using qRT-PCR, was regulated by dCAMP treatment. Collagen III, Col3A1, was significantly increased in the dCAMP-treated group compared with the gas control, whereas there was no change in collagen I, Col1A1, and Col1A2 gene expression. In addition, direct treatment with CAMP also regulated the collagen IV gene expression: upregulated Col4A1 mRNA level and no effect on Col4A2 expression in canine keratinocytes.

**FIGURE 7:**
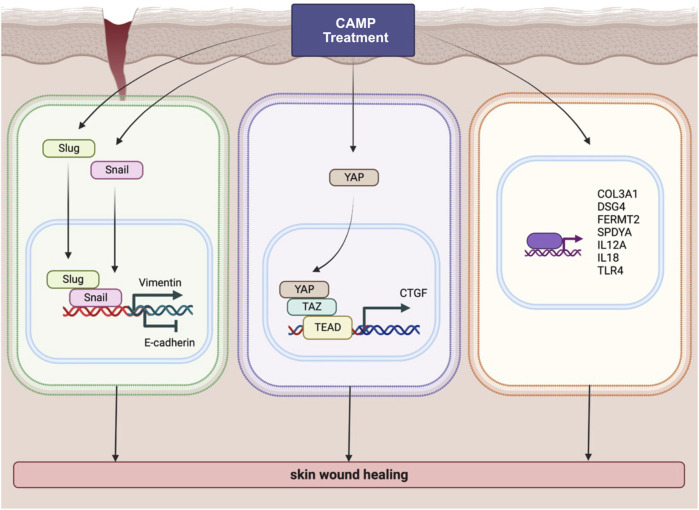
Schematic diagram represents various pathways involved in wound-healing activity induced by CAMP treatment.

According to the data from the KEGG pathway analysis, there are top three remarkable pathways: signaling pathways regulating pluripotency of stem cells, metabolic pathway, and Hippo signaling pathway. Since the study reported that in full-thickness skin wounds, siRNA-mediated knockdown of YAP/TAZ, coactivators of the Hippo pathway, notably impeded the rate of wound closure and reduced the transforming growth factor-β1 (TGF-β1) expression in the wound by altering CTGF/CCN2, Smad-2, p21, and Smad-7 expression (Lee et al., 2014). In addition, YAP/TAZ is a necessary protein that maintains skin homeostasis, as the deletion of Yap1/Wwtr1 shows a delayed proliferation of basal layer cells and contributes to hair loss and tissue damage (Elbediwy et al., 2016). In particular, YAP functions as a molecular switch of stem/progenitor cell activation in the epidermis. YAP shows the ability to increase the epidermal stem/progenitor cell proliferation through regions in its N-terminus, including the TEAD-binding domain, whereas its C-terminus, including the YAP transactivation domain, plays a role in controlling the balance between proliferation and differentiation in the interfollicular epidermis (Beverdam et al., 2013). Therefore, we further determined the protein expression of YAP and TAZ after directly treating canine keratinocytes with CAMP (Figure Figure7; middle). Our data showed that under normal conditions, treatment with CAMP did not change the YAP/TAZ protein expression. In contrast, the YAP protein significantly increased in dCAMP-treated cells under wound conditions. This indicated that direct CAMP enhanced the Hippo signaling pathway by increasing YAP protein upon cell damage. Furthermore, there are studies indicating that the Hippo signaling pathway is also involved in the epithelial–mesenchymal transition (EMT) process (Park et al., 2019; Cheng et al., 2020). Here, the biomarkers of the EMT process, including vimentin, Snail, Slug, and E-cadherin were confirmed using immunoblotting and PCR. The results showed a preferable effect on the transition from epithelial-like to mesenchymal-like cells, which implies that the direct treatment with CAMP promotes the re-epithelialization process in canine keratinocytes’ wound healing by inducing EMT (Figure 7; left).

Unfortunately, there were a limited number of actual dog participants due to the number of patients in the animal hospital and the wound types and stages are largely different. Even though we used the keratinocyte cell line, which resembles the monolayer of the epidermis, in this research, the animal model is still required. Moreover, in each layer of skin, the mechanistic pathway of wound healing and their biological molecules cannot completely be discrete. Therefore, the co-culture of different skin cell lines may provide molecular mechanistic information in depth in future study. For the CAMP device, the knowledge about the molecular mechanisms of various signaling pathways, clinical outcomes, and safety profiles was still required.

Overall, this study suggests that CAMP exhibits beneficial outcomes on wound healing in canine keratinocytes through the Hippo pathway, the EMT process, and the genes involved in wound healing, revealed by RNA-Seq and *in vitro* experimental techniques using the canine keratinocyte cell line.

## Data Availability

The data presented in the study are deposited in the GEO database of NCBI, accession number GSE222898.

How the deposited data were processed for this re-analysis (not part of the article)

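RNA-Seq was carried out on CPEK cells treated for 30 s with CAMP (dCAMP, 3 libraries) or with gas alone (3 libraries), 24 h after the medium was changed. The authors removed adapters, contaminant DNA and PCR duplicates, mapped the reads to CanFam3.1 with HISAT2 and summarized known transcripts with StringTie. The deposited read counts are whole numbers per gene and per transcript without normalization. The deposited FPKM values were normalized by the authors for transcript length and mapped reads. The 6 TPM columns of each table were not used. The gene table holds 35993 genes and the transcript table 87504 transcripts. All 327 genes of the paper's supplementary table were found in the gene table, and their counts and FPKM values were the same in both. Of the gene identifiers, 30915 of 35993 were found in the reference gene table (UU_Cfam_GSD_1.0), which was used for names only; coordinates are those of the deposited transcript table, in CanFam3.1. The paper's text names StringTie for transcript assembly and known transcripts as the basis of the read counts; it does not name the annotation release or how reads on overlapping genes were counted.

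Between 43084921 and 54082634 counts per library were assigned to genes. A count of 0 allows up to 3 counts, and this limit covers counting error only.

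Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main comparison used TMM normalization, edgeR's filterByExpr, which kept 14708 genes, and the quasi-likelihood test of dCAMP against gas with Benjamini-Hochberg adjustment and a prior count of 2. Genes were called at a 2-fold change with an unadjusted p under 0.05, as in the paper's methods, and with an adjusted p under 0.05, as in its results. Standard errors were derived from the log2 fold change and the F statistic. Correlation and clustering used the log2 of FPKM plus 1. The steps were tested on simulated data for the 14708 genes with 200 genes changed 3-fold: at dispersions of 0.01 and 0.05, edgeR recovered 100% and 94.5% of them with 12 and 13 false calls, and DESeq2 recovered 98% and 89% with 15 and 25 false calls. Genes were drawn independently, with the same dispersion for all genes and libraries in each simulation. The spread among the gas libraries was not simulated. The recovery therefore says nothing of how many changes could be found in the real data.

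The lists of Figure 5A, the selected genes and the collagens of Figure 5B, Figure 6B, Figure 6D, the Hippo core, YAP targets, NRF2 targets, p53 targets and proliferation genes were tested with camera and with fry. The genes named are those drawn in Figure 5A and those measured by qRT-PCR in Figures 5B, 6B and 6D. The 3 largest rises and falls with an adjusted p under 0.05 were to be named too, and 0 genes qualified, against 3040 with an unadjusted p under 0.05. TAZ was taken as WWTR1. Of the 37 named genes, 17 have a locus that overlaps another gene of the table.

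The comparisons, the rule for naming genes, the 10 lists and the alternatives were set before the data were examined, apart from 5 additions chosen after seeing the data: edgeR's default prior count, lists of genes induced by ATF4, clustering over all genes tested with average linkage, clustering over the paper's 327 genes, and correlation on the log2 of DESeq2-normalized counts plus 1. The alternatives were DESeq2 on all genes with a count and on genes with at least 1 count in every library, RLE and upper-quartile factors, no filter, at least 1 or at least 10 counts in every library, the replicate number as a block, limma's voom with sample quality weights, limma on the log2 of FPKM plus 1 or plus 0.1, a correction for gene length (a lowess curve of span 0.3 per library, on the length implied by count and FPKM), that correction with the block, and leaving out each library in turn. A correction for GC content was not run, and the GO and KEGG enrichment analyses were not repeated, since the term tables were not used here.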

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

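Both tests in this part were chosen only after the result was seen. A signal appeared at genes the paper does not discuss. The lncRNA gene LOC111094000 (chromosome 35, 3134362 to 3147162 of CanFam3.1) was listed at 0 in the 3 gas libraries and had 110, 119 and 117 counts in dCAMP libraries 1, 2 and 3, a median of 117. It lies outside the rule for naming genes and was chosen after its values were seen. Its adjusted p in edgeR was 0.136, with higher counts in 3 of 3 dCAMP libraries. To ask whether estimates are listed at 0 irrespective of the treatment, all 20 choices of 3 libraries were searched, and 2 of them, this one included, held a gene at 0 in those 3 with at least 110 counts in each of the others. An effect of dCAMP and an estimate listed at 0 irrespective of the treatment therefore cannot be told apart for this gene, since another choice of libraries holds such a gene as well. The gas libraries had 45167120 to 54082634 counts and the dCAMP libraries 43084921 to 46479197, so the zeros lie in the group with the higher median depth. Reads shared with other genes or transcripts were not tested for it.

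In all, 9 genes were at 0 in every gas library with at least 5 counts in every dCAMP library, and 12 genes had the opposite pattern. Of the 20 choices of 3 libraries, 6 gave as many as 9 genes, which is in line with estimates being listed at 0 irrespective of the treatment. A biological difference at some of the 9 genes stays open and was not tested on other samples.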

How the results depend on the processing

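No test in this part was chosen only after the result was seen, apart from the 5 added settings, which were chosen after seeing the data. For the results below, the cause was not tested unless a cause is given.

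The number of genes with a 2-fold change and an unadjusted p under 0.05 was 161 (141 higher, 20 lower). It was 369 (308 higher, 61 lower) with DESeq2, 327 (300 higher, 27 lower) with DESeq2 on genes with at least 1 count in every library, 279 (214 higher, 65 lower) without a filter on low counts, 1010 (904 higher, 106 lower) with voom and sample quality weights, and 373 (357 higher, 16 lower) with limma on the log2 of FPKM plus 0.1. Upper-quartile factors gave 35 lower genes, a minimum of 10 counts in every library 4, where fewer genes were tested, and the log2 of FPKM plus 1 gave 1. edgeR's default prior count, an added setting, gave 192. In the 6 fits that each left out 1 library, the number was 135 to 1523, with 94 to 1473 higher and 18 to 50 lower; the largest numbers came without gas library 3. By these thresholds, more genes were higher than lower under every alternative and in every fit without 1 library.

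The number with an adjusted p under 0.05 was 0, against 3040 with an unadjusted p under 0.05. DESeq2 gave 301 (71 higher, 230 lower), of which 18 had a 2-fold change (17 higher, 1 lower). DESeq2 on genes with at least 1 count in every library gave 161 (64 higher, 97 lower), of which 23 had a 2-fold change (21 higher, 2 lower). Voom with sample quality weights gave 8944 (4802 higher, 4142 lower), of which 989 had a 2-fold change (899 higher, 90 lower), and limma on the log2 of FPKM plus 0.1 gave 3, all 3 higher with a 2-fold change. The voom fit weights the libraries unequally, and its weights are not given here. The fits without 1 library gave 0 to 4953, of which 0 to 1090 had a 2-fold change (0 to 1059 higher, 0 to 31 lower); without gas library 1 the number was 1 and without gas library 3 it was 4953 (2249 higher, 2704 lower). With both DESeq2 settings and without gas library 3, more genes were therefore lower than higher by the adjusted p alone, while the 2-fold change left mostly higher genes.

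Of the paper's 327 genes, 137 were called. DESeq2 called 261, DESeq2 on genes with at least 1 count in every library 327, voom with sample quality weights 261, and limma on the log2 of FPKM plus 1 called 79. The fits without 1 library called 74 to 269, with 269 without gas library 3. Of the 24 genes of Figure 5A, 14 were called. DESeq2 on genes with at least 1 count in every library called 24, limma on the log2 of FPKM plus 1 called 6, and the length correction 8. The fits without 1 library called 7 to 18.

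The replicate numbers of the gas and dCAMP libraries are the same, so the replicate number was also used as a replicate block. It gave 435 genes with a 2-fold change and an unadjusted p under 0.05 (417 higher), 238 of the paper's 327 genes, and 0 genes with an adjusted p under 0.05. With the length correction as well it gave 475 genes (448 higher) and 238 of the 327. The deviations of gas and dCAMP libraries with the same number had correlations of 0.13, 0.024 and 0.048 across genes, so the libraries share a number and no pairing was seen.

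Of the 37 named genes, 32 kept their direction under all 20 alternatives and fits without 1 library. CDH1 reversed to −0.014 with upper-quartile factors, −0.101 with the length correction and −0.0987 with the length correction and block. COL3A1 reversed to −0.0562 and −0.0499 with the latter settings. IL12A reversed to −0.00041 and −0.00277 on the log2 of FPKM plus 1 and plus 0.1. Its counts were listed on transcripts of 669 and 1780 bases in different shares in the groups, which enters the FPKM. Whether the cells changed transcripts or the reads were assigned differently was not tested. SNAI1 reversed to −0.0234 with upper-quartile factors and −0.0256 with voom, and ranged from −0.152 to 0.185 in the fits without 1 library. SNAI2 reversed to 0.0308 with voom, and to 0.0201 and 0.0142 with the length correction and with that correction and block, and ranged from −0.139 to 0.0409. An adjusted p under 0.05 was reached by 3 named genes with DESeq2, 5 with DESeq2 on genes with at least 1 count in every library, 28 with voom and 17 without gas library 3. A minimum of 10 counts in every library left 30 of the 37.

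Mean correlations between the groups moved from 0.9888 to 0.9584 with Spearman's coefficient and 0.9706 on TMM log2 CPM. Among gas libraries they moved from 0.9879 to 0.9581 and 0.9693, and to 0.9769 on DESeq2-normalized counts. Among dCAMP libraries they moved from 0.9988 to 0.9622 and 0.991, to 0.9967 with FPKM plus 0.1 and to 0.9942 on DESeq2-normalized counts. In the clustering over all genes tested, 1 gas library joined the dCAMP branch. In the added settings, 2 joined it over all genes tested with average linkage and 1 over the paper's 327 genes. The Figure 5A list, with a median of 1.085, had a fry adjusted p of 0.0578, while its camera adjusted p was 1.34e-06 to 3.37e-05 under the other list settings. The p53 targets had a median of 0.194 and an adjusted p of 0.0398 without gas library 1, in a range of 0.0398 to 0.39 over its alternatives, with medians of 0.043 to 0.194 in the fits without 1 library. The proliferation genes had a median of −0.148 and an adjusted p of 0.0101 without gas library 1, in a range of 0.0101 to 0.465, with medians of −0.151 to 0.019.

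A correction for GC content was set as an alternative and was not run, since it needs a genome sequence that was not used here. At the depth of these libraries, genes such as TLR4, with 4 to 16 counts per library, allow only a coarse estimate of a fold change.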

Differences from the paper's values

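The comparison with each value the paper states used the main settings, and no test here was chosen after the result was seen. The paper's number of differentially expressed genes is 327, and edgeR with TMM normalization gave 161. Of the alternatives set before the data were examined, DESeq2 (369), DESeq2 on genes with at least 1 count in every library (327), no filter on low counts (279), the replicate number as a block (435), limma on the log2 of FPKM plus 0.1 (373) and the length correction with the block (475) came within 1.5 times the paper's value. RLE and upper-quartile factors, minimums of 1 or 10 counts in every library, voom with sample quality weights, the log2 of FPKM plus 1, the length correction and the fits without 1 library did not. DESeq2 on genes with at least 1 count in every library called the same 327 genes as the paper; the paper's methods name DESeq2's Wald test and the unadjusted p.

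The paper's number of upregulated genes is 300, and edgeR gave 141. The same 6 alternatives came within 1.5 times the paper's value, with 308, 300, 214, 417, 357 and 448 genes in the order above, and the others did not.

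The paper's total is 67709 genes, and 14708 genes were tested here. The paper's number of protein-coding genes is 63959, and 12758 were tested. The deposited gene table holds 35993 genes, 19550 of them protein-coding, so no alternative could close either gap. Without a filter there were 20284 genes, 14873 of them protein-coding. A minimum of 1 count in every library gave 15304 with 12799, and a minimum of 10 counts 13616 with 12201. The paper's number of pseudogenes is 2576, and 809 were tested; no filter gave 2352, which is within 1.5 times the paper's value, and the minimums of 1 and 10 counts in every library gave 1288 and 585, which are not.

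The lowest correlation between 2 libraries is about 0.99 in Figure 4A, read by eye, and 0.974 was found for gas 1 and a dCAMP library. Spearman's coefficient (0.9522), FPKM plus 0.1 (0.9813) and TMM log2 CPM (0.9412) did not close the gap.

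The paper's results text states that DEGs were selected by an adjusted p, and here edgeR gave 0 genes with an adjusted p under 0.05, against 3040 with an unadjusted p under 0.05. DESeq2 on genes with at least 1 count in every library gave 23 genes with a 2-fold change and an adjusted p under 0.05. Of the 24 genes of Figure 5A, edgeR called 14 by fold change and unadjusted p, and the same DESeq2 setting called all 24.

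By qRT-PCR, on other samples, the paper reports higher COL4A1, YAP, TEAD4, vimentin and SNAI2 mRNA and lower CDH1 mRNA after dCAMP treatment. It also reports more vimentin and Slug protein and less E-cadherin protein. YAP protein rose in its cells with wound lesions and not in those without. The paper states that the EMT markers (vimentin, SNAI2 and CDH1) were measured in cells with wound lesions, while no wound is described for the RNA-Seq cells. For the mRNA of COL4A1, YAP and TEAD4 the paper's text does not state a wound. By RNA-Seq the log2 fold change was −0.16 for COL4A1, −0.15 for YAP1, −0.08 for TEAD4, −0.56 for VIM, −0.04 for SNAI2 and 0.07 for CDH1. In this order the standard errors were 0.099, 0.106, 0.120, 0.091, 0.135 and 0.065. The edgeR adjusted p-values were 0.321, 0.365, 0.658, 0.221, 0.870 and 0.464. By this fit no direction opposite to that of qRT-PCR is established for a single gene, and values of VIM under other settings are given below. Without gas library 1 and without gas library 3, respectively, the log2 fold change was −0.09 and −0.27 for COL4A1, −0.08 and −0.24 for YAP1, and −0.02 and −0.22 for TEAD4. With the length correction it was −0.41 for COL4A1, −0.11 for YAP1 and −0.34 for TEAD4. The directions of CDH1 and SNAI2 depended on the setting. CDH1 was −0.014 with upper-quartile factors, −0.101 with the length correction and −0.0987 with that correction and the replicate block. SNAI2 was 0.0308 with voom, 0.03 without gas library 1 and 0.04 without dCAMP library 2. It was 0.0201 with the length correction and 0.0142 with that correction and the replicate block. CDH1 was 0.03 to 0.08 in the fits without 1 library, lowest without dCAMP library 2.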

Other observations

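The tests of library size, of gas 3 against held-out libraries, of mitochondrial RNA and of the order of the gas libraries were chosen only after the result was seen. The gas libraries were farther apart than the dCAMP libraries. The mean distance to the dCAMP libraries was 1.067 for gas 1, 0.614 for gas 2 and 0.432 for gas 3, against 0.39 to 0.403 among the dCAMP libraries, so that gas 1 lay at 2.651 times the largest of these. A gene length bias would have brought this ratio down to about 1, and after the length correction it was 2.548, although the median log2 ratio of the longest sixth of genes was −0.224 in gas 1 and that of the shortest 0.141. Without the 100 most abundant genes the ratio was 2.617, which argues against a few abundant genes. The total of gas 1, 45167120 counts, lies inside the range of the dCAMP libraries, which argues against library size. Whether gas 3 is a dCAMP library was tested with each dCAMP library held out in turn as a comparison. At genes alike in gas 1 and gas 2 and apart from 2 of the dCAMP libraries, gas 3 was nearer gas 1 and gas 2 at 26.7% to 34.1%, and the held-out dCAMP libraries at 0% to 3.4%. Among genes that fell in 2 of the dCAMP libraries, gas 3 was nearer gas 1 and gas 2 at 52.9% to 60.8%, and the held-out dCAMP libraries at 37.3% to 43.5%. The first values argue against gas 3 being a dCAMP library like the other 3, and the second differ in the same direction by less. Forms of these tests that used all 3 dCAMP libraries had none to compare with and decide nothing; they put gas 3 nearer gas 1 and gas 2 at 29.9% of 174 genes, and at 16 of 31 falls and 35 of 1059 rises. A mixture of gas-treated and dCAMP-treated material in gas 3 was not tested. A difference in how the gas cultures were handled stays open and was not tested.

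The share of counts on all genes of the mitochondrial chromosome was 0.509%, 1.421% and 2.352% in gas libraries 1, 2 and 3, a mean of 1.428% ± 0.922 (SD, n = 3), and 2.212% ± 0.025 (SD, n = 3) in the dCAMP libraries. A 2-sided exact permutation test gave p = 0.4, and the smallest p that 3 against 3 allow is 0.1. Over the 13 mitochondrial messenger RNAs the median log2 ratio to dCAMP was −2.45 (SD over genes 1.75) in gas 1, −0.70 (SD 0.86) in gas 2 and 0.15 (SD 0.08) in gas 3. For 3549 nuclear genes of the same length it was 0.24, 0.15 and 0.04. Loss of long transcripts would have left these short RNAs no lower than nuclear genes of their length, so the values argue against it. The fall in gas 1 was uneven across these RNAs. ND4L had 145 counts there against 9534 to 10116 in the dCAMP libraries, and ND3 had 11508 against 19487 to 21884. Neither a biological explanation nor another technical one was tested.

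The paper's list holds 300 rises against 27 falls. Of the 300 rises, 223 (74.3%) had the order gas 1, gas 2, gas 3 from lowest to highest, against 36.5% of all genes tested and 16.7% by chance. These genes were chosen on the same libraries, and a difference among the gas libraries may contribute to the excess of rises. Among the 10 splits of the 6 libraries into 3 and 3, 1 gave as many as 161 genes with a 2-fold change and an unadjusted p under 0.05, which is the real split; the others gave 18 to 69. All 10 of the 10 splits gave 0 genes with an adjusted p under 0.05, so this count does not rank the real split; with an unadjusted p under 0.05 the real split gave 3040 genes and the others 57 to 542. For the common direction of the Figure 5A genes, 1 of the 10 splits gave as small a camera p, which is the real split; all 24 genes were selected for a difference in this split, so this comparison says nothing about the list. With 10 splits no share under 10% can be had.

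Products of the class counts of genes with at least 1 count in every library add up to the paper's total but not to its classes: 5 times 12799 protein-coding genes is 63995, 2 times 1288 pseudogenes is 2576, and with 1096 lncRNA and 42 miRNA genes the sum is 67709. The paper prints 63959 protein-coding genes, not 63995, and the classes it prints add up to 67673. The factors were picked after the paper's values were seen.

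The genes measured by qRT-PCR in other samples were also read by RNA-Seq, in cells for which no wound is described. The 5 collagens had a median log2 fold change of −0.16 (camera adjusted p = 0.526), with COL1A1 at −0.68, COL1A2 at 0.54, COL3A1 at 0.16 and COL4A2 at −0.29; the median was −0.09 without gas library 1 and −0.27 without gas library 3, and moved most with the length correction, to −0.41. COL3A1 was −0.056 after the length correction, 0.10 without gas library 3 and 0.07 without dCAMP library 3. COL1A2 was 0.35 without dCAMP library 3, and COL4A2 had an adjusted p under 0.05 without gas library 3. In limma's voom with sample quality weights the libraries count unequally, and 8944 genes passed. By this voom fit the adjusted p was 0.0007 for COL4A2, 0.0044 for COL1A1 and 0.028 for COL4A1. It was 0.079 for COL3A1 and 0.154 for COL1A2. The genes of Figure 6B had a median of 0.15 (adjusted p = 0.694), with CTGF at 0.48 and WWTR1 at 0.39, and the median was 0.044 without dCAMP library 1 and 0.094 without gas library 1. CTGF was 0.21 without dCAMP library 1, and WWTR1 was 0.21 without gas library 1 and had an adjusted p under 0.05 without gas library 3. By voom the adjusted p was 0.0004 for WWTR1, 0.0529 for CTGF, 0.142 for TEAD4 and 0.326 for YAP1. Those of Figure 6D had a median of 0.02 (adjusted p = 0.542), which was −0.076 with upper-quartile factors and −0.145 without gas library 3, and SNAI1 was at 0.08, with −0.15 without gas library 3 and 0.18 without gas library 1. VIM (gene ID 477991; chromosome 2, 19671316 to 19679367 of CanFam3.1), whose locus overlaps LOC111091458, had 594.8 ± 30.0 CPM (SD, n = 3) in the gas control and 402.8 ± 34.7 (SD, n = 3) in dCAMP-treated cells, and was lower in 3 of 3 dCAMP libraries. Its edgeR adjusted p was 0.221 over all genes and 0.0123 adjusted over the list alone. Over all genes the adjusted p was 0.00508 with DESeq2, 0.0136 with DESeq2 on genes with at least 1 count in every library, 0.0002 with limma's voom and sample quality weights and 0.0203 without gas library 3; it was 0.196 to 0.502 under the other alternatives and fits without 1 library.

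The other lists set beforehand had no camera adjusted p under 0.05. The NRF2 targets had a median of 0.25 (adjusted p = 0.386, 6 of 10 genes higher; 0.057 without gas library 1), the p53 targets 0.10 (adjusted p = 0.294, 8 of 11 genes higher) and the proliferation genes −0.07 (adjusted p = 0.234, 8 of 13 genes lower). Without gas library 1 the p53 targets had an adjusted p of 0.0398 (range over the alternatives 0.0398 to 0.39) and the proliferation genes of 0.0101 (range 0.0101 to 0.465); the p53 median was 0.194 there and 0.043 without dCAMP library 3, and without gas library 3 the proliferation genes had a median of 0.019.

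Several genes of amino acid transport and serine synthesis were seen to fall in dCAMP-treated cells, and lower ATF4-dependent expression is a candidate explanation. The 7 genes seen first had a median log2 fold change of −0.78 (camera adjusted p = 0.000264, fry adjusted p = 0.0337), with 6 lower and SLC7A11 higher at 0.39 (0.10 without gas library 1, 0.17 without gas library 2, 0.24 without dCAMP library 3 and 1.00 without gas library 3); among them FGF21 is in Figure 5A, SESN2 is in the list of p53 targets and SLC7A11 in that of NRF2 targets. The 7 genes were listed after their values were seen, so their p-values are not independent evidence. For them the real split of the libraries gave an unadjusted camera p of 4.39e-05. The split with gas 1, gas 3 and dCAMP 3 together gave a smaller one, 8.96e-06. A list of 22 other genes induced by ATF4 was then written, after the data were seen but before the values of these 22 genes were, of which 21 were tested. It had a median of −0.26, with 17 genes lower, and a camera adjusted p of 0.00198 (fry 0.0452; range over the alternatives 6.14e-05 to 0.0452). In 8 of the 21 genes all dCAMP libraries were below all gas libraries and in 2 above, where chance gives 10% for both together. The 2 above are SLC38A2, an amino acid transporter, at 0.83 and PSPH, a serine synthesis gene, at 0.42 (0.47 and 0.23 without gas library 1); they were named after their values were seen. With the length correction the median was −0.359, which argues against a gene length bias, and without gas library 1 it was −0.31, which argues against a difference among the gas libraries as the whole cause. The median stayed between −0.423, without gas library 3, and −0.229 under the alternatives and in the fits without 1 library. However, 3 of the 10 splits of the libraries, the real one included, gave as small a camera p, so the fall and the grouping of these 6 libraries cannot be told apart, and it remains a hypothesis.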
